A study of Mus musculus with 8 samples.

How the data were processed

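RNA was measured by sequencing in 8 libraries, 1 from each combination of 4 derivatives of the 4T1 line and 2 mouse hosts. 4T1 is a mammary carcinoma line that arose in Balb/c mice and is used as a model of triple-negative breast cancer. NSG mice are immunodeficient animals that lack mature T, B and NK cells, and Balb/c mice have an intact immune system. Per the labels, cells were injected into the fat pad, tumors were taken within 20 days, total RNA was purified with a miRNeasy kit and DNase, and libraries followed standard Illumina protocols. The deposited values were raw counts per Ensembl gene, with 1 library per file, and no normalization was visible in them. The aligner, the counting program, its strand setting, the genome build, the annotation and any filter are not stated in the labels or in the file headers. Whether a library held RNA of 1 tumor or of several is not stated either.

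The deposited counts covered 25006 gene identifiers in each library. A table of gene names gave symbols for 24942 of them, and 24991 were in the GENCODE M21 annotation of the GRCm38 build, which supplied positions, gene types, GC content and transcript length. That build may not be the one the authors used. No library had a count above 0 for any of the 13 mitochondrial genes listed, and 4174 identifiers had 0 counts in all 8 libraries. Because the strand setting is unknown, values of antisense and overlapping genes are uncertain, as are those of near-identical gene copies such as histone, immunoglobulin, olfactory receptor, Reg and zinc finger family members.

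Groups were taken from the host strain and the CD95 status in the labels, which gave 4 groups of 2 libraries. CD95 is the death receptor encoded by Fas. The wild-type lines were the parental line and a line carrying vCas9, and the knockout lines were CRISPR/Cas9 clones 54 and 69. In this text replicate 1 is the parental line or clone 54, and replicate 2 is the vCas9 line or clone 69. The replicates of a group are therefore different lines, so that the spread within a group contains differences between lines. The knockouts are clones and the wild-type lines are not described as clones, and this difference cannot be separated from CD95 status. Pairing across hosts comes from the line names in the sample titles, since each line was grown in both hosts. No sequencing batch or date is given in the labels.

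The grouping, the test of each comparison, the 15 marker gene sets, the rule for naming genes and most processing alternatives were fixed before the data were examined. Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, estimateDisp, glmQLFit and glmQLFTest with default settings). All 8 libraries entered one model with 4 group means, except that the knockout effect over both hosts was fitted with an additive host term. The filter kept 15310 genes, the common biological coefficient of variation was 0.244, and 4 residual degrees of freedom remained. P-values were adjusted over genes by Benjamini and Hochberg, with a threshold of 0.05. Standard errors were derived from the log2 fold change and the quasi-likelihood F statistic. CPM denotes the customary depth-scaled count unit, computed here from the deposited counts with TMM-scaled library totals, and M stands for mega in library totals.

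Marker sets were tested with fry, a rotation test of limma 3.58.1 that allows for correlation between genes, and adjusted over the 15 sets of a comparison. The sets were drawn up from general knowledge of cell types and held 214 genes, of which 209 were found by symbol and 204 passed the filter. Unless the text says otherwise, genes named were chosen among Fas and Fasl, the first expressed gene of each marker set, and for each comparison up to 3 genes per direction with the largest log2 fold change. The latter were taken among genes past the threshold whose libraries did not overlap between the groups and whose higher group averaged at least 5 CPM. Where a group had 3 counts or fewer in each library, the fold change was computed against 3 counts and is given as a lower bound. Library totals were 14.1 M and 11.6 M counts in NSG wild type, 9.10 M and 8.68 M in NSG knockout, 12.6 M and 15.7 M in Balb/c wild type, and 19.7 M and 14.4 M in Balb/c knockout. The smallest CPM that a library could show at 3 counts ranged from 0.159 to 0.321. Such floors cover counting error only, because the reads carried no stated molecular identifiers.

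The procedure was tested on simulated counts with the library sizes and dispersions of the real samples and each gene's mean over all libraries. Genes were drawn independently, with the same dispersion in all groups, whereas pairs of real libraries differed in spread. The shares below hold for that setting only. With 200 genes changed by 4-fold among 15017, the knockout test in Balb/c recovered 83% of them, and 6.21% of its calls were false. With no changed gene among 14998, it made 0 calls. DESeq2 1.42.0 recovered 89% of the changed genes in the same simulation with 24.3% false calls, and limma-voom recovered 84% with 6.15%. In a separate simulation of the host test in wild-type tumors, with 200 of 14992 genes changed, a GC trend gave 2853 calls, and 174 were made after its removal. For fry, 30 of 30 shifted sets were recovered over 10 simulations, with 2 false calls among 150 sets. These sets held random genes drawn independently and, where changed, shifted 2-fold. How fry performs on correlated genes was therefore not tested.

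Alternatives tried were DESeq2, limma-voom, RLE size factors, total counts only, no low-count filter, a mean of at least 5 CPM, robust dispersion, an added 2-fold criterion, fits of only the 4 samples compared, the cell line as a replicate block, the camera set test, and fits leaving out each replicate. After the data had been seen, the following were added: protein-coding genes only, removal of each library's trend with GC content and transcript length, that removal combined with the block, a block with crossed knockout clones, and an adjusted p-value threshold of 0.10. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.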

Results

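Gene expression was compared between 4T1 tumors with and without CD95 grown in immunodeficient NSG mice or immunocompetent Balb/c mice, a design directed at the relation of tumor CD95 to immune infiltration. There were 4 groups of 2 libraries, namely NSG wild type, NSG knockout, Balb/c wild type and Balb/c knockout. Total counts per library ranged from 8.68 M to 19.7 M, a 2.26-fold span. The NSG knockout libraries were the smallest, with 9.10 M and 8.68 M counts, and the Balb/c knockout libraries held 19.7 M and 14.4 M. Between 17463 and 18407 genes had at least 1 count in a library. A single microRNA locus, Mir6236, took 5.79% of the counts of NSG knockout replicate 1 and as little as 0.110% in another library, and it was singled out after its values were seen.

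The targeted gene was examined first. Fas (ENSMUSG00000024778; chromosome 19, 34290666 to 34327772 in GRCm38, protein-coding) was read in every library. Its level in NSG tumors was 28.2 ± 7.96 CPM (SD, n = 2) in wild type and 21.2 ± 11.7 CPM (SD, n = 2) in knockout. In Balb/c tumors it was 49.3 ± 3.34 CPM (SD, n = 2) in wild type and 30.4 ± 4.64 CPM (SD, n = 2) in knockout. The knockout against wild-type log2 fold change was -0.42 (SE 0.37, edgeR adjusted p-value 0.628) in NSG and -0.70 (SE 0.36, adjusted p-value 0.225) in Balb/c. The clone 54 library in NSG, at 29.5 CPM, lay between the 2 wild-type libraries at 33.9 and 22.6 CPM, and the clone 69 library, at 12.9 CPM, lay below both. In Balb/c, the knockout libraries at 27.1 and 33.7 CPM lay below the wild-type libraries at 51.6 and 46.9 CPM. Fas thus passed the threshold in neither host. The labels give neither the edit site nor its effect on the transcript, and host cells in a tumor may contribute Fas reads. An edit also need not change the transcript level. Fas counts therefore cannot decide on the knockout, and its status rests here on the labels. Fasl, which encodes the CD95 ligand, had 5 counts in each NSG wild-type library and 2 and 0 counts in the NSG knockouts. It reached 21.5 ± 2.97 CPM (SD, n = 2) in Balb/c wild-type and 36.6 ± 3.76 CPM (SD, n = 2) in Balb/c knockout tumors, a knockout log2 fold change of 0.77 (SE 0.29, edgeR adjusted p-value 0.125).

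Host accounted for the main separation of the libraries. The first dimension of a multidimensional scaling with edgeR defaults carried 61.7% of the variation and placed all 4 NSG libraries at -1.83 or lower and all 4 Balb/c libraries at 1.82 or higher. The second dimension carried 13.2% and separated Balb/c wild-type from Balb/c knockout tumors, with coordinates of 1.43 and 0.99 against -1.78 and -0.54. Correlations of log2 CPM across genes between the 2 libraries of a group were 0.984 for NSG wild type, 0.971 for NSG knockout, 0.980 for Balb/c wild type and 0.956 for Balb/c knockout. Chi-square values per degree of freedom for the same pairs were 18.2, 42.8, 18.5 and 117, so that every pair differed by more than sampling noise. As a check of the host labels chosen after its values were seen, Il2rg, which NSG mice lack in functional form, was at 5.82 to 7.49 CPM in the 4 NSG libraries and 98.3 to 157 CPM in the 4 Balb/c libraries.

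The host comparison asked which transcripts differ when the same lines grow in Balb/c and in NSG mice. These hosts differ in strain as well as in immune status, and the design cannot separate the 2. Host differences are therefore not credited to immune competence alone. Among wild-type tumors, 4825 of 15310 genes (31.5%) had an edgeR adjusted p-value under 0.05 between Balb/c and NSG, 2344 higher and 2481 lower in Balb/c. Apart from settings with the cell line as a block, which the closing section gives, the alternative that moved this count by the most genes was the fit of only the 4 samples compared, with 6838. Scaling by total counts shifted the median log2 fold change of all genes from -0.08 to -0.24 and the share of called genes that were higher from 48.6% to 36.5%. Among knockout tumors, 4757 genes passed the threshold, 2403 higher and 2354 lower, and total-count scaling moved the median from 0.02 to -0.17 and the higher share from 50.5% to 37.3%. The 2 comparisons shared 2533 called genes, of which 2492 changed in the same direction. Log2 fold changes of the 2 comparisons correlated across genes with r of 0.718, where genes are not independent replicates.

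Because each line was grown in both hosts, the host comparison in knockout tumors was also fitted with the cell line as a replicate block. The difference between clones 54 and 69 in NSG correlated with that in Balb/c across genes with r of -0.35, so tumors of the same clone did not deviate together. With the block, 2878 genes passed the threshold in knockout tumors, 2849 of them among the 4757 called without it. A crossed pairing, which matched clone 54 in one host with clone 69 in the other, gave 5436 genes and was chosen after the data were seen. Of the marker sets, 8 passed without the block and 2 with it.

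**Figure D1:**
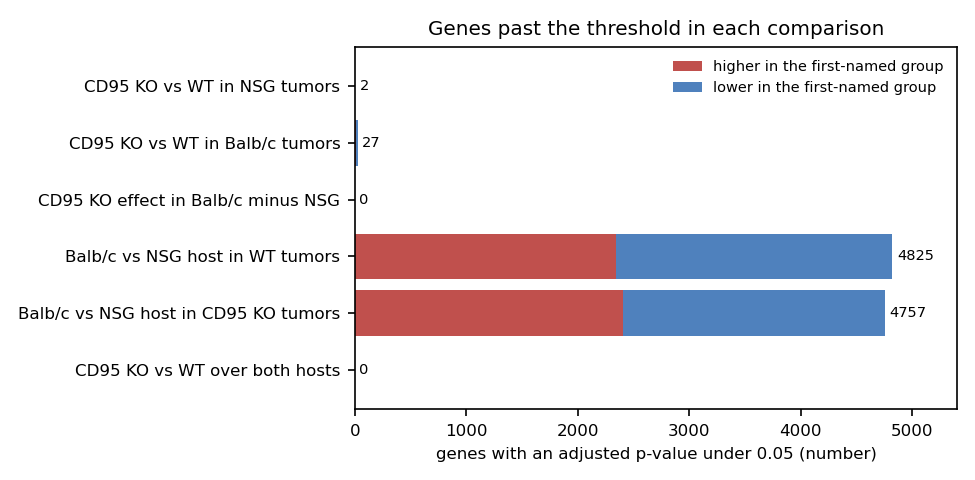
Number of genes with an edgeR adjusted p-value under 0.05 (horizontal axis, from 0) in each of the 6 comparisons, with red for genes higher and blue for genes lower in the first-named group. Host comparisons gave 4825 and 4757 genes, while the knockout comparisons gave 2, 27 and 0 and the test of their difference gave 0.

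The largest increases in Balb/c involved genes at or under 3 counts in the NSG libraries. H2-Ea-ps (ENSMUSG00000036322; chromosome 17, 34341959 to 34344645) was at 357 ± 42.8 CPM (SD, n = 2) in Balb/c wild-type tumors, at least 1435-fold higher than in NSG. Gzma was at least 328-fold, Gzmb at least 456-fold, Prf1 at least 169-fold and Ctla4 at least 391-fold higher in Balb/c wild-type tumors, with edgeR adjusted p-values between 0.000236 and 0.000996. In knockout tumors the corresponding bounds were 326-fold for Gzma, 353-fold for Gzmb, 189-fold for Prf1, 419-fold for Ctla4 and 3460-fold for H2-Ea-ps. The largest decreases were of low-count genes. Zfp990 was at least 30.9-fold lower in Balb/c wild-type and at least 95.8-fold lower in Balb/c knockout tumors, and Reg3g was at least 29.0-fold lower in Balb/c wild-type tumors. Other decreases named by the rule, in knockout tumors, were of at least 46.2-fold for G530011O06Rik, 28.6-fold for Hist1h2ba, 79.6-fold for Reg1 and 39.9-fold for 5730596B20Rik. In wild-type tumors Hist1h2ba was at least 18.7-fold lower in Balb/c, and the log2 fold change of G530011O06Rik was -5.42 (SE 0.45). These bounds rest on the mean of the 2 libraries of the higher group, and some of these libraries differed. In NSG knockout tumors Hist1h2ba was at 2.68 and 9.85 CPM and Zfp990 at 30.2 and 11.7 CPM. Gzmb was at 64.8 and 162 CPM in Balb/c wild-type tumors. Reads of Zfp990, Hist1h2ba, Reg3g and Reg1 can be shared with related gene copies, which makes their values uncertain.

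The T cell and NK cell marker sets rose with the Balb/c host in both genotypes, while the B cell set passed the threshold in neither. In wild-type tumors the T cell set had a median log2 fold change of 6.18, with 16 of 17 genes higher and a fry adjusted p-value of 0.000369. The set of NK cell and cytotoxic genes had a median of 5.96, with 16 of 17 genes higher and an adjusted p-value of 0.00159. No other set passed the threshold in wild-type tumors, although 4 sets had adjusted p-values of 0.068. These were the B cell (median 6.47, 11 of 11 higher), dendritic cell (1.16, 9 of 12 higher), proliferation (-1.46, 14 of 14 lower) and adipocyte (-1.92, 8 of 9 lower) sets. Total-count scaling called 3 sets in wild-type tumors, and the camera test 10. In knockout tumors 8 sets passed. The T cell (median 6.46), NK cell (8.96), macrophage (1.69), dendritic cell (2.38) and MHC class II (3.44) sets were higher in Balb/c. The fibroblast (-1.54), proliferation (-1.32) and adipocyte (-3.55) sets were lower. The B cell set had a median of 3.12 in knockout tumors, with 11 of 11 genes higher and a fry adjusted p-value of 0.0967. Of the 204 tested marker genes, 117 passed in wild-type tumors when adjusted over the list alone and 105 when adjusted over all genes. The corresponding numbers in knockout tumors were 121 and 112.

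**Figure D2:**
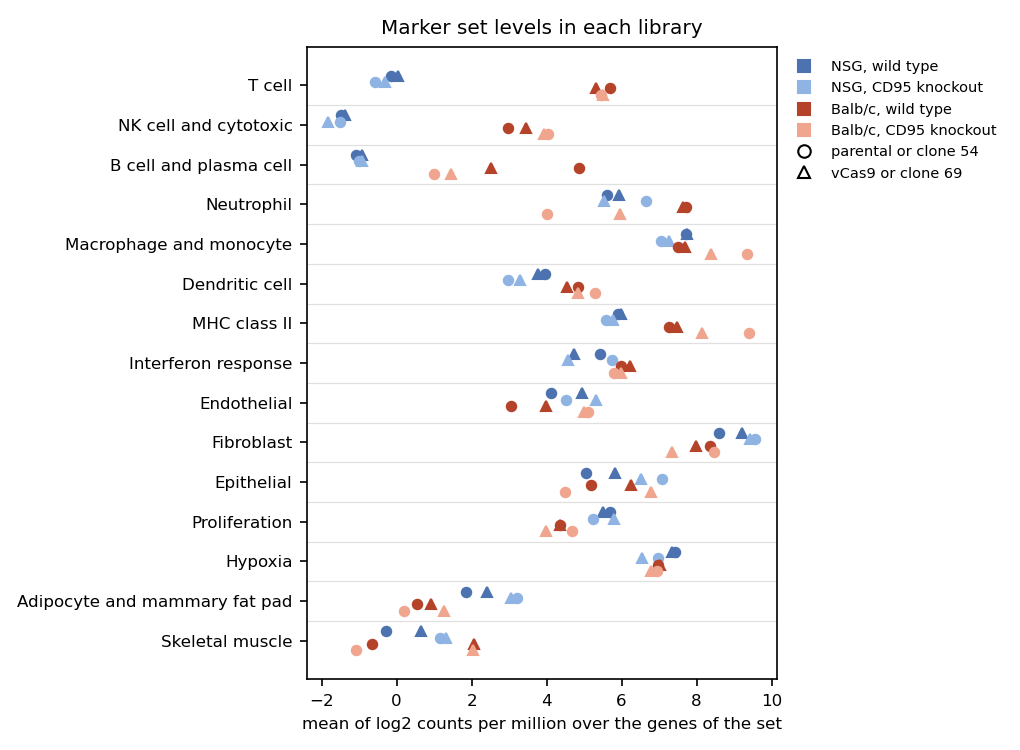
Mean log2 CPM over the genes of each marker set (horizontal axis) for the 8 libraries, coloured by host and genotype, with circles for the parental line or clone 54 and triangles for the vCas9 line or clone 69. The T cell sets of the Balb/c libraries lie at 5.32 or higher and those of the NSG libraries at 0.05 or lower, while the macrophage and neutrophil sets of the Balb/c knockout libraries fall on opposite sides of the Balb/c wild-type libraries.

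The effect of CD95 loss was then tested within each host. In NSG tumors, 2 genes passed the threshold, both lower in knockout, and 2148 had an unadjusted p-value under 0.05 against 765.5 that chance gives. Ccl24 (chromosome 5, 135569937 to 135573049) fell from 22.3 ± 4.01 to 3.74 ± 0.90 CPM (SD, n = 2 each), a log2 fold change of -2.57 (SE 0.23, edgeR adjusted p-value 0.0316). Odc1 (chromosome 12, 17544794 to 17551505) fell from 769 ± 106 to 179 ± 16.7 CPM (SD, n = 2 each), a log2 fold change of -2.11 (SE 0.19, edgeR adjusted p-value 0.0316). DESeq2, the alternative that moved this count most, called 332 genes, 29.8% of them higher. No marker set passed, the smallest fry adjusted p-value being 0.205 for hypoxia (median -0.72, 10 of 12 genes lower), and 2 of 15 sets had an unadjusted p-value under 0.05. Adjusted over the marker list alone, 3 genes passed, against 0 over all genes, and 42 had an unadjusted p-value under 0.05. The 3 genes were Arg1 (log2 fold change -2.10), Vegfa (-1.31) and Cd3e (at least 7.32-fold), all lower in knockout, and Cd3e had at most 35 counts in any NSG library. Arg1 and Vegfa are named although their values had been seen.

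In Balb/c tumors, 27 genes passed the threshold, 7 higher (25.9%) and 20 lower in knockout, and 4729 had an unadjusted p-value under 0.05. Adjusted p-values were crowded near the threshold, with a smallest value of 0.0441 and 2826 genes under 0.10. The count also moved strongly between settings. DESeq2 called 2112 genes, RLE size factors gave 94 of which 15 were higher, and removal of GC and length trends left 0 genes with 3985 at an unadjusted p-value under 0.05. The largest increase was in Chil3 (chromosome 3, 106147554 to 106167564), from 62.1 ± 18.8 CPM in wild type to 2496 ± 1737 CPM in knockout (SD, n = 2 each). Its log2 fold change was 5.33 (SE 0.55, edgeR adjusted p-value 0.045), and the 2 knockout libraries differed, at 3724 CPM for clone 54 and 1268 CPM for clone 69. Rnase2a rose by a log2 fold change of 4.10 (SE 0.54) and Cd36 by 2.31 (SE 0.30), each with an edgeR adjusted p-value of 0.045. The largest decreases were in 3110039I08Rik (-3.60, SE 0.43), Ereg (-3.37, SE 0.37) and Adamtsl3 (-2.73, SE 0.36), with the same adjusted p-value. Adamtsl3 did not pass under total-count scaling. The processed transcript 3110039I08Rik spans 41327077 to 41716994 on chromosome 9, and its values are uncertain because the strand setting is not stated.

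**Figure D3:**
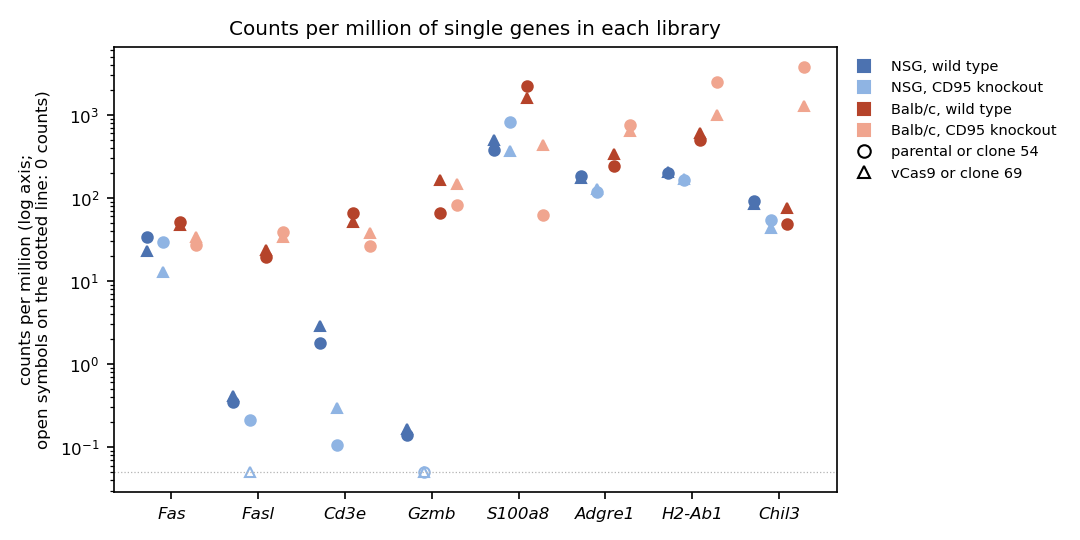
CPM (logarithmic vertical axis) of 8 genes in each library, coloured by host and genotype, with circles for the parental line or clone 54, triangles for the vCas9 line or clone 69, and open symbols for 0 counts. Fas overlapped between genotypes in NSG, and Chil3 was at 3724 and 1268 in Balb/c knockout tumors against 48.8 and 75.4 in Balb/c wild-type tumors.

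No marker set passed the threshold for the knockout effect in Balb/c, and 4 of 15 had an unadjusted fry p-value under 0.05. The neutrophil set had a median log2 fold change of -2.33, with 17 of 18 genes lower in knockout. The macrophage set had a median of 1.33 with 17 of 17 genes higher, the endothelial set 1.42 with 12 of 12 higher, and the NK cell set 0.56 with 15 of 17 higher. Each of these 4 sets had a fry adjusted p-value of 0.132. The MHC class II set (median 1.66, 8 of 8 higher) and the B cell set (median -3.18, 10 of 11 lower) had adjusted p-values of 0.152 and 0.199. The T cell set had a median of 0.05, which became -0.05 with RLE size factors and -0.18 after removal of GC and length trends. The camera test, which moved the set counts most, called 6 sets. Adjusted over the 204 marker genes alone, 49 passed, 33 higher and 16 lower, against 0 over all genes and 79 at an unadjusted p-value under 0.05. These included 11 macrophage, 7 MHC class II and 7 endothelial genes that were higher, and 8 neutrophil and 6 B cell genes that were lower.

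Single genes differed in how far the 2 clones moved. S100a8, the first neutrophil gene, was at 2200 and 1589 CPM in Balb/c wild-type tumors and at 62.1 CPM for clone 54 and 437 CPM for clone 69, a log2 fold change of -2.93 (SE 0.82, edgeR adjusted p-value 0.071). Adgre1, the first macrophage gene, rose from 292 ± 66.2 to 696 ± 92.0 CPM (SD, n = 2 each), a log2 fold change of 1.26 (SE 0.21, edgeR adjusted p-value 0.0564). H2-Ab1 rose by 1.65 (SE 0.39, edgeR adjusted p-value 0.0597) on the log2 scale, from 501 and 606 CPM to 2487 CPM for clone 54 and 987 CPM for clone 69. Cd3e fell by 0.89 (SE 0.28, edgeR adjusted p-value 0.0887) on the log2 scale.

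Whether the knockout effect differed between hosts was tested as the difference of the within-host effects. No gene passed the threshold, the smallest edgeR adjusted p-value being 0.0691, and 3452 genes had an unadjusted p-value under 0.05. The knockout log2 fold changes in the 2 hosts correlated across genes with r of 0.080. The clone differences correlated between hosts with r of -0.35 across genes, and with the cell line as a replicate block 0 genes passed, with 2464 at an unadjusted p-value under 0.05. The crossed pairing of the clones, chosen after the data were seen, gave 307 genes. No marker set passed without the block (smallest fry adjusted p-value 0.212, with 3 sets at an unadjusted p-value under 0.05) or with it (smallest 0.344). Adjusted over the marker list alone, 33 genes passed, 27 with a more positive and 6 with a more negative effect in Balb/c. Over both hosts together, 0 genes passed for the knockout effect (2645 at an unadjusted p-value under 0.05, smallest adjusted p-value 0.164), as did 0 marker sets (1 set at an unadjusted p-value under 0.05). Of the marker genes, 5 passed when adjusted over the list alone.

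**Figure D4:**
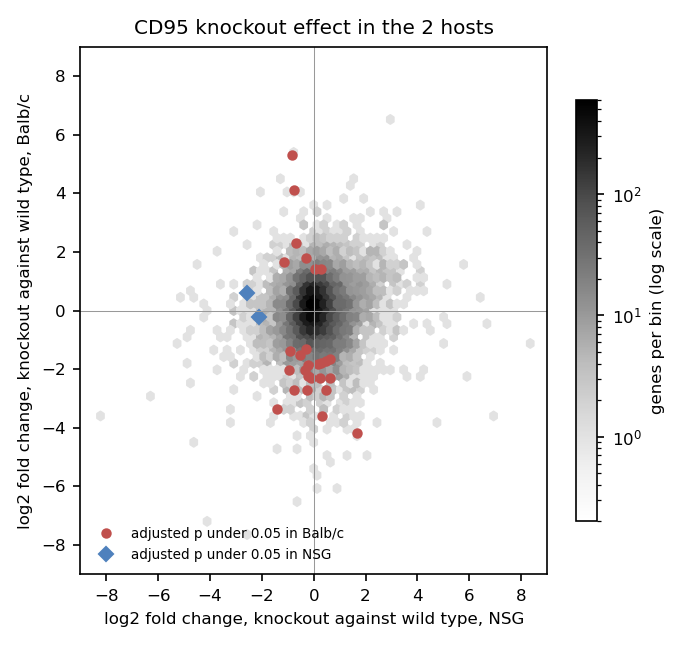
Log2 fold change of knockout against wild type in NSG (horizontal axis) and in Balb/c (vertical axis) for 15310 genes, with bins shaded by the number of genes on a log scale, red circles for the 27 genes past the threshold in Balb/c and blue diamonds for the 2 in NSG. The cloud shows no common slope (r of 0.080 across genes), and the 2 sets of marked genes do not overlap.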

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

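The pattern in this part and its tests were chosen only after the list result was seen, whereas the marker list itself was fixed earlier. A test of the difference between hosts singled out 1 result: 33 of 204 marker genes had a knockout effect that differed between Balb/c and NSG when p-values were adjusted over the list alone, while 0 did when adjusted over all genes and 66 had an unadjusted p-value under 0.05. The genes with a more positive effect in Balb/c included 11 macrophage genes, with Arg1 first (difference of log2 fold changes 4.00, SE 0.53, edgeR list-adjusted p-value 0.0136), and 5 MHC class II genes. Those with a more negative effect included 3 neutrophil genes, among them Ngp (-7.10, SE 1.17, list-adjusted p-value 0.0219). These genes are named because they belonged to the result, after their values were seen.

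Several technical explanations were weighed. After removal of each library's trend with GC content and transcript length, 34 marker genes passed over the list. After thinning every library to the smallest total, 25 passed, so fewer genes passed at equal and lower depth, without the result being removed. Among 10000 random lists of 204 genes matched on mean expression, 0% gave as many calls, with a median of 2 and a maximum of 30, so a general shift of expressed genes could not account for the number. Exchanging the 2 knockout libraries within a host would leave the group means unchanged. The list was not retested with the cell line as a replicate block, so dependence on the pairing of lines stays open. Over all genes, those at an unadjusted edgeR p-value under 0.05 went from 3452 to 2464 with the block. The crossed pairing gave 4100. DESeq2 gave 59 genes and total-count scaling 41. Tumor content was not tested as an explanation. In NSG knockout tumors 12 of 12 epithelial genes were higher (median log2 fold change 1.30) and 14 of 17 macrophage genes lower (-0.77). The neutrophil set did not fall there (0.45, 13 of 18 genes higher), and none of these sets passed the threshold. Tumor content thus stays open. Beside it, a host-dependent change in myeloid cell content of tumors without CD95 may be considered only as a hypothesis. Marker genes of one cell type move together, however, so that the 33 genes are not independent, and no whole set passed by the fry test, which allows for such correlation (3 of 15 sets had an unadjusted p-value under 0.05). A knockout effect also cannot be told apart from a difference between 2 clones and 2 lines that are not described as clones.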

How the results depend on the processing

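The alternatives of trend removal, crossed clones, protein-coding genes and a threshold of 0.10, and no others, were tests chosen only after the data were seen. With the cell line as a replicate block, 2073 genes passed in wild-type tumors, and 1904 with GC and length trends also removed (62.1% higher, against 48.6%). Without the block, 3076 passed with an added 2-fold criterion. The wild-type pairing check gave r of 0.087 across genes, so the fewer calls with the block are not read as a weaker effect. The block leaves 2 degrees of freedom, compared with 4. On simulated counts of this comparison with 200 changed genes, the block made 168 calls, against 179 without it. All 200 were changed by 4-fold, whereas in the data 4825 genes passed without the block and only 3076 of these reached 2-fold. The simulation therefore cannot decide whether fewer degrees of freedom explain the drop in the data. The cause of that drop stays open. The wild-type count under the other settings ran from 4135 to 6838. In knockout tumors, 2878 genes passed with the block, 2835 with trends also removed, and 2450 with only the 4 samples compared, against 3444 to 6273 under the others. Share higher in wild-type tumors was 57.9% with RLE size factors.

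Knockout comparisons depended on the setting. DESeq2 called 332 genes in NSG, 2112 in Balb/c, 930 for the difference between hosts and 694 over both hosts. Its share of false calls on simulated counts was 24.3%, against 6.21% for edgeR, but its 235 calls for 200 changed genes in that simulation do not account for the difference seen in the data. Without the low-count filter the numbers were 133, 1774, 674 and 14, nearly all among genes that pass the filter (133, 1767 and 674 for the first 3). The prior degrees of freedom rose from 3.91 to 11.5 without the filter, which lowers p-values at a given F, while the median quasi-likelihood dispersion rose from 0.545 to 0.769, which raises them. In Balb/c, RLE size factors gave 94 genes, which included the 27. The share higher in Balb/c was 37.1% without the filter, 36.8% with limma-voom and 54.1% at the 0.10 threshold, against 25.9%. Removal of trends and the fit of only the 4 samples compared each gave 0 (3985 and 3468 genes at an unadjusted p-value under 0.05). In NSG, limma-voom gave 1, the fit of 4 samples gave 1 that was not among the 2, and removal of trends gave 4. An adjusted p-value threshold of 0.10 gave 23 genes in NSG, 2826 in Balb/c and 485 for the difference between hosts. The crossed block gave 307 for that difference. Over both hosts, removal of trends gave 1, and fits leaving out each replicate gave from 0 to 2. For these differences the cause was not tested.

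The camera test called 6 sets in NSG, 6 in Balb/c, 9 for the difference between hosts, 7 over both hosts and 10 for the host in wild-type tumors, where fry called 0, 0, 0, 0 and 2 (2, 4, 3, 1 and 7 at an unadjusted p-value under 0.05). Its preset correlation between genes of 0.01 was not tested against these data. With only the 4 samples compared, 5 sets passed for the host in wild-type and 3 in knockout tumors, and 2 passed in knockout tumors with the block. For the marker list, DESeq2 gave 24 genes in NSG, 59 for the difference between hosts and 20 over both hosts.

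Fits leaving out a replicate left 1 sample in an arm for comparisons within a host or genotype and carry no call. The Fas log2 fold change in NSG then ranged from -1.13 to 0.060 and so changed sign, and in Balb/c from -0.85 to -0.62. Of the 3076 and 3444 calls with at least a 2-fold change for the host, 2867 to 2920 and 3150 to 3324 kept it. Of 37 results of single genes chosen by the naming rule, each for 1 gene in 1 comparison and without Fas, 37 stayed on their side of the threshold with RLE size factors, 36 with total-count scaling and 31 with DESeq2. Genes under 0.321 CPM could not be compared in the library with the highest floor.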

Other observations

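The tests of the macrophage and neutrophil contrast against dilution, of exchanged clone labels, of carry-over and of H2-Ea-ps were chosen only after those results were seen. That the tests of tumor content and strain variants and the chi-square test of carry-over cannot decide was also judged after their values were seen. The same holds for the judgement that the dilution gap is no independent test. The values that argue against carry-over were likewise picked after they were seen.

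With groups of 2 libraries, few regroupings exist. For the knockout effect over both hosts, 3 of 3 splits of the 4 lines into pairs gave at least as many genes as the real one, because each gave 0, while the genes at an unadjusted p-value under 0.05 numbered 2645 for the real split and 151 and 37 for the others. The other 15 of the 18 splits with 2 tumors per host on each side place at least 2 lines on both sides and were not compared. Within Balb/c, 3 of 3 splits in a fit of 4 samples gave at least as many genes (0 each), with 3468, 415 and 18 at an unadjusted p-value under 0.05. Within NSG, 1 of 3 splits gave at least as many genes, the real one with 1 call, and 2615 genes against 242 and 133 had an unadjusted p-value under 0.05. The unadjusted numbers were thus highest for the real split in each of the 3 cases. With 3 splits the share cannot fall under 0.05 whatever the data, so these counts of splits neither exclude nor favor an accidental grouping of lines.

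The host effect was set against depth and sequence composition. After thinning to the smallest total, 4522 genes passed in wild-type and 4560 in knockout tumors. After removal of trends with GC content and transcript length, 4711 and 4912 passed. The Balb/c knockout effect correlated with transcript length across genes (Spearman rho -0.269) and with GC content (0.096), and values existed for 99.9% of genes. Removal of the trends brought these correlations to 0.029 for length and 0.0014 for GC content. After it 3985 genes had an unadjusted p-value under 0.05, compared with 4729 before, so composition may explain part of the excess over 765.5, and trends with these 2 measures do not account for most of it.

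The knockout clones differed in opposite directions in the 2 hosts. The difference of clone 54 minus clone 69 in NSG correlated with that in Balb/c with r of -0.35 across genes, and of 35 genes that differed at least 4-fold in both hosts, 33 had opposite signs. An exchange of the 2 labels in one host could produce this, and the crossed value of 0.35 is only the same number with its sign changed, so the counts cannot decide. Varying tumor content is another possible explanation. Krt8, an epithelial gene singled out after its values were seen, was at 870 CPM in clone 54 and 630 CPM in clone 69 in NSG, and at 156 and 1283 CPM in Balb/c. The correlation given the parental minus vCas9 difference in Balb/c was -0.34, but that difference correlated with the clone differences with only -0.10 and 0.31, so it was too weak a stand-in. The pattern therefore cannot be told apart from tumor content or from exchanged labels.

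Macrophage genes were higher and neutrophil genes lower in Balb/c knockout tumors, although neither set passed the threshold. The mean log2 level of the macrophage set minus that of the neutrophil set was 5.35 for clone 54 and 2.42 for clone 69, against -0.23 and 0.05 in the wild-type tumors, a gap of 2.36 against a largest within-group SD of 2.07. In NSG the corresponding levels were 0.40 and 1.72 in knockout and 2.10 and 1.82 in wild-type tumors. Dilution by tumor cells alone would move both sets the same way. Instead, both knockout libraries lay above both wild-type libraries for the macrophage set (9.35 and 8.39 against 7.50 and 7.70) and below them for the neutrophil set (4.00 and 5.97 against 7.73 and 7.64). The sets were picked for their opposite directions, so the gap is no independent test, and dilution together with other changes cannot be told apart from the pattern. After removal of GC and length trends the difference between the set medians was 3.78, compared with 3.65 before. A shift from neutrophils towards macrophages in Balb/c tumors without CD95 might be a candidate hypothesis, and it rests on 2 clones of unequal size of change.

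Some transcripts were read in one host alone. With at least 2 CPM in both groups of a host and at most 3 counts in every library of the other, 57 genes were specific to Balb/c tumors, 13 of them on the marker list, and 5 to NSG tumors (St6galnac1, Hist1h2ba, Olfr665, Zfp990 and Vmn2r97, named after their values were seen). If haplotypes of the NSG strain were the source, these 5 genes might lie together. They had 0 pairs within 1 Mb (permutation p-value of 1 over 10000 random lists), and they lay on 5 different chromosomes. Isolated variants would escape this test, so the pattern cannot be told apart from strain variants. H2-Ea-ps had 0, 0, 0 and 1 counts in the NSG libraries and 3842 to 29818 in the Balb/c libraries. H2-Eb1, its partner in the class II region, was read with 1216 to 2368 counts in NSG. From the lowest ratio of the 2 genes in Balb/c, at least 824 counts of H2-Ea-ps would be anticipated in each NSG library, so a lower content of class II positive cells could not account for the absence. A strain difference at H2-Ea-ps is a candidate explanation.

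Low counts of lymphocyte genes appeared in NSG tumors. Over 44 T, NK and B cell genes, the NSG libraries held 7.88% to 14.1% of the Balb/c level, and Thy1 alone took 73.9% to 87.4% of these counts. The share thus mainly describes Thy1, and whether its counts came from lymphocytes was not tested. Carry-over from the Balb/c libraries would leave each gene at one common fraction. The smallest chi-square per degree of freedom under that model was 371, and it was 41.3 without Thy1. This measure covers counting error only, and the pairs of libraries within groups gave 18.2 to 117 over all genes, so it does not decide. Other values argue against carry-over at one common share as the source of most of these counts. Without the top 3 genes the NSG libraries held 1.15% to 1.79% of the Balb/c level. Between 20 and 28 of the 44 genes had 3 counts or fewer. Ctla4, Gzma, Gzmb and Prf1, at 28.9 to 162 CPM in the Balb/c libraries, had at most 2 counts in any NSG library. A smaller carry-over cannot be excluded.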
